# Gene expression profiling reveals aryl hydrocarbon receptor as a possible target for photobiomodulation when using blue light

**DOI:** 10.1038/srep33847

**Published:** 2016-09-27

**Authors:** Anja Becker, Anna Klapczynski, Natalia Kuch, Fabiola Arpino, Katja Simon-Keller, Carolina De La Torre, Carsten Sticht, Frank A. van Abeelen, Gerrit Oversluizen, Norbert Gretz

## Abstract

Photobiomodulation (PBM) with blue light induces a biphasic dose response curve in proliferation of immortalized human keratinocytes (HaCaT), with a maximum anti-proliferative effect reached with 30min (41.4 J/cm2). The aim of this study was to test the photobiomodulatory effect of 41.4 J/cm2 blue light irradiation on ROS production, apoptosis and gene expression at different time points after irradiation of HaCaT cells *in vitro* and assess its safety. ROS concentration was increased 30 min after irradiation. However, already 1 h after irradiation, cells were able to reduce ROS and balance the concentration to a normal level. The sudden increase in ROS did not damage the cells, which was demonstrated with FACS analysis where HaCaT cells did not show any sign of apoptosis after blue light irradiation. Furthermore, a time course could be seen in gene expression analysis after blue light, with an early response of stimulated genes already 1 h after blue light irradiation, leading to the discovery of the aryl hydrocarbon receptor as possible target for blue light irradiation.

The skin serves as a protective barrier between the internal milieu and the environment. Its outer layer, the epidermis, consists mainly of keratinocytes, which form the cornified layer comprising cross-linked proteins (cornified cell envelope) and lipids (cornified lipid envelope) and are most affected by external stimuli^1^. Besides structural scaffolding, keratinocytes actively produce substances like cytokines, neurotransmitters and hormones^2^ when exposed to external stimuli like temperature, pressure, pain, and light^3^.

Light is connected to various functions of the human body like vitamin-D metabolism, circadian rhythm and the psychosocial state and consequently is important for human health. Phototherapy (UV), photodynamic therapy (PDT) and skin rejuvenation as well as high power surgical lasers in ophthalmology, dermatology and oncology are treatment paradigms which are already used in clinics^4^,^5^. Low level light/laser Therapy (LLLT) with non-thermal, low power visible and near-infrared light is a less prominent therapeutic application which is used to stimulate wound healing, tissue regeneration and hair growth^6^,^7^,^8^ or to reduce inflammation and alleviate pain^7^,^9^,^10^,^11^,^12^. Blue light in particular is used for different medical treatments like psoriasis^13^, neonatal jaundice^14^ and back pain^15^ and it is known to have anti-microbial^16^, anti-inflammatory^17^ and anti-proliferative effects^18^,^19^.

As LLLT is not clearly characterized the new term of photobiomodulation (PBM) was established, which is defined as: “a form of light therapy that utilizes non-ionizing forms of light sources, including lasers, LEDs, and broadband light, in the visible and infrared spectrum. It is a non-thermal process involving endogenous chromophores eliciting photophysical (i.e., linear and nonlinear) and photochemical events at various biological scales. This process results in beneficial therapeutic outcomes including but not limited to alleviation of pain or inflammation, immunomodulation, and promotion of wound healing and tissue regeneration”^4^. However, defining an effective dose for a clinical use of PBM is still a critical point as the parameters of wavelength, irradiance, fluence and delivery protocol have to be clearly defined to achieve a specific biological scenario^20^. An important point to consider when creating a PBM protocol is its biphasic dose response (Arndt-Schulz curve). Beneficial therapeutic effects can be induced with low doses of light whereas higher doses are harmful and therefore phototoxic leading to a need of defining a threshold for clinical use of PBM^12^. Although many reports describe the effectiveness of light, little is known about the mechanisms transducing the light induced signals from target molecules over downstream processes and/or gene expression to the biological effects^21^ with additional difficulty of being hardly able to differentiate between primary and secondary effects.

Proliferation of HaCaT cells after PBM with blue light revealed the well-known biphasic response curve, with a slight increase of proliferation for 7.5 min and an anti-proliferative effect for 15 min (20.7 J/cm^2^). Longer irradiation times (up to 120 min, 165.6 J/cm2) did not result in a higher anti- proliferative effect^22^.

For this study an irradiation time of 30 min (41.35 J/cm^2^) was chosen for testing the blue light effect on cells. With that it was intended to have a maximum anti-proliferative effect of blue light irradiation and in addition the lowest probability to harm the cells, respectively induce cytotoxicity. To assess the safety and identify possible target genes for PBM using blue light we performed a comprehensive gene expression analysis using Affymetrix GeneChips for the time points 1 h, 3 h and 24 h after 41.4 J/cm^2^ irradiation. A verification of selected genes was conducted with qPCR. Moreover, H_2_O_2_ concentration was tested to confirm a light induced ROS production and FACS analysis for cell apoptosis was performed as safety measurement to demonstrate that ROS production does not induce apoptosis, hence, does not harm the cells.

## Results

### Blue light increases H_2_O_2_ concentration in HaCaT cells immediately after irradiation

As light is known to induce production of ROS, respectively H_2_O_2_, we measured H_2_O_2_ concentrations in HaCaT cells at different time points after 30 min of blue light irradiation, with a first time point at 30 min according to incubation time. H_2_O_2_ concentration was increased 1.26 fold (by 26%) 30 min after blue light irradiation (p < 0.0001*). Followed by a decrease of 7% 1 h (p < 0.0001*) after irradiation, H_2_O_2_ concentration alternated between a decrease of 1% after 3 h (p = 0.7585) to 4% after 6 h (p < 0.0001*) and finally increase of 5% after 24 h (p < 0.0001*) (Fig. 1).

### Blue light irradiation does not induce apoptosis in HaCaT cells

Fluorescence-activated cell sorting (FACS) was applied to test a possible apoptotic effect of blue light on HaCaT cells 24 h after 30 min irradiation. Cells were labeled with Annexin V, which binds to the phospholipid membrane component phosphatidylserine on the cell surface during early apoptosis and propidiumiodide which intercalates with DNA and therefore shows late apoptosis and cell necrosis. Staurosporine treated cells served as a positive control for induced apoptosis resulting in 40% living cells and 60% dead cells. Both untreated and light-treated cells exhibited a significant difference to the positive control (p < 0.0001). Untreated as well as blue light treated cells contained ~85% living cells and ~15% dead cells. Thus, that dose of blue light did not induce apoptosis in HaCaT cells (Fig. 2).

### Gene expression analysis reveals time course of photobiomodulatory blue light effect

Already 1 h after irradiation a change in gene expression can be observed. However, differentially regulated genes increase in number with increasing harvesting time after blue light irradiation from 1358 genes after 1 h, to 1686 genes after 3 h, to 2192 genes after 24 h (Table 1 and Supplementary data 4).

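Gene expression 24 h after irradiation was measured on 6 Affymetrix Hugene-2_0st arrays. HaCaT cells, an immortalized human keratinocyte line, received blue light for 30 min at 41.4 J/cm2 and 23 mW/cm2 on 3 arrays, and cells under black foil on the same plates served as the control on 3 arrays. The peak wavelength was 453 nm in the paper's methods and 452 nm in the sample labels. Each of 3 plates gave 1 irradiated and 1 covered sample, and the covered wells always lay on the right side, so that light and position in the plate changed together. The methods name triplicates and repeats, but nothing in the sources used here says whether the plates held separate cultures. The p-values of genes measure how the difference between light and control varied between plates, and this spread may be technical. The p-values of list tests with camera at its preset correlation rest on the spread between genes. The arrays of 1 h and 3 h were not analysed here. The authors deposited log2 expression values made with RMA and quantile normalization, with probe sets defined by Entrez genes. These values ran from 3.97 to 13.96 with a median of 5.32, and the sorted values of any pair of arrays differed by at most 0.00179. The arrays still differed in them: the leading principal component held 42.7% of the variance and set the control array of plate 3, with a score of 21.9, apart from the other arrays, which lay between -7.45 and 1.93. All 24733 probe sets were tested with limma, with the plate as a block and Benjamini-Hochberg adjustment. The number of arrays limits the precision.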

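At 24 h after blue light irradiation 3 genes were higher than in the covered control and none was lower, at an adjusted p under 0.05 from limma with the plate as a block. At an unadjusted p under 0.05 the same test gave 2216 probe sets, 1130 higher and 1086 lower, where chance alone gives 1237. The number of genes that passed depended on how the plates and the spread were modelled. Without the plate as a block 9 genes passed, 8 of them higher, and with intensity trend and robust variance estimates in limma 86 passed, 57 higher and 29 lower. The one-way ANOVA named in the paper's methods gave no gene on the deposited values. After the mean of each plate had been made equal for each gene, it gave 1577 genes, 786 higher and 791 lower, and in simulated data with no light effect a median of 821 genes. Leaving out plate 1 or plate 3 left no gene past the threshold, and leaving out plate 2 left 1. These fits have fewer arrays and fewer residual degrees of freedom, which alone weakens the test. In them the log2 fold change lay between 2.57 and 2.81 for CYP1A1, 1.21 and 1.29 for CYP1B1, and 1.21 and 1.32 for NMRAL2P.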

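At 24 h the largest rises were those of CYP1A1, NMRAL2P and CYP1B1, and these 3 genes alone passed the test. CYP1A1, a monooxygenase that oxidizes polycyclic aromatic hydrocarbons, was 6.36-fold higher after blue light. Its log2 expression was 7.77 ± 0.028 (SD, n = 3 plates) with light and 5.10 ± 0.24 (SD, n = 3) in the control. This is a log2 fold change of 2.67 (standard error 0.10, adjusted p = 0.0226 from limma), with plate differences of 2.75, 2.39 and 2.86. CYP1B1 was 2.37-fold higher, with a log2 fold change of 1.25 (standard error 0.05, adjusted p = 0.0226 from limma). NMRAL2P, a pseudogene of the NmrA-like family, was 2.39-fold higher with a log2 fold change of 1.26 (standard error 0.06, adjusted p = 0.0263 from limma). No gene passed in the other direction. The 5 genes with the smallest p among those lower in all 3 plates were BMPER, HOXC13, CXCL8, DSG4 and TNFSF10. BMPER, a secreted regulator of bone morphogenetic proteins, had a log2 fold change of -0.52 (adjusted p = 0.200 from limma), and DSG4, a desmosomal cadherin, had -0.52 (adjusted p = 0.233). HOXC13, a homeobox factor of hair and nail, lay at -0.51 and TNFSF10, the death receptor ligand TRAIL, at -0.42. BMPER passed without the plate as a block (adjusted p = 0.0247).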

Genes that stand out are cytochrome P450 family 1 subfamily A member 1 (CYP1A1) and CYP1B1, which are both highly upregulated for all three harvesting time points, with significant p-values for 3 h and 24 h (Fig. 3 and Supplementary data 1-2).

In a next step, gene set enrichment analysis (GSEA) was performed using Kyoto Encyclopedia of Genes and Genomes (KEGG) database (Table 1). Pathways containing the highest number of deregulated genes are depicted in Fig. 4. Already 1 h after blue light irradiation genes connected to steroid hormone biosynthesis, metabolism of xenobiotics by cytochrome P450, chemical carcinogenesis and tryptophan metabolism are upregulated. The number of genes and intensity of upregulation increases for all these pathways with time from 1 h to 3 h and 24 h after irradiation. On the other hand, pathways containing downregulated genes that are reduced already 1 h after irradiation are processes like NF-κB signaling pathway, TNF signaling pathway, T cell receptor signaling pathway and TGF-β signaling pathway. These pathways are mainly linked to inflammation and infection. 

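At 24 h after irradiation a few enzymes were higher in the lists of xenobiotic, carcinogen and steroid metabolism, while the median log2 fold changes of these lists lay near 0, at 0.015, 0.027 and 0.0096. Of 65 measured genes of xenobiotic metabolism by cytochrome P450, 8 were higher and 1 was lower when adjusted over the list alone, and 2, CYP1A1 and CYP1B1, were higher when adjusted over all genes. Of 53 enzymes of chemical carcinogenesis 8 were higher, and of 49 genes of steroid hormone biosynthesis 7 were higher, again adjusted over the list alone. UGT1A6 and UGT1A1 were among those higher in the xenobiotic, carcinogenesis and steroid lists. Members of UGT1A share exons at the 3' end, so that these counts may hold the same signal more than once. AKR1C2, an aldo-keto reductase that acts on steroids and carbonyl compounds, had a log2 fold change of 0.75 (standard error 0.06), and AKR1C3, its close relative, had 0.56 (standard error 0.05). Both had adjusted p-values over all genes above the threshold, of 0.153 and 0.200 from limma, and because they are near-identical in sequence their probes may share signal. Their means, 4.52 and 4.72 in the control and 5.27 with light for each, lay below the median of all values, 5.32. The size of these rises is therefore uncertain. Of 42 genes of tryptophan metabolism 3 were higher over the list alone: CYP1A1, CYP1B1 and ALDH3A2, a fatty aldehyde dehydrogenase, at 0.33 (standard error 0.04). AADAT, an aminotransferase of the kynurenine pathway, lay at 0.25 (adjusted p = 0.464 from limma), with plate differences of 0.14, 0.17 and 0.43. In camera, a competitive test of each list against all other genes, the adjusted p over 39 lists was 0.00915 for xenobiotic metabolism, 6.27e-05 for chemical carcinogenesis, 0.0368 for steroid hormone biosynthesis and 0.0560 for tryptophan metabolism. With an estimated correlation between genes in place of the preset 0.01, the adjusted p was 0.429, 0.307, 0.459 and 0.527 in the same order. The estimates were -0.011, -0.016, -0.015 and 0.016, so that a stronger correlation did not raise the first 3 values. That setting also limits the test to the 2 residual degrees of freedom. Without CYP1A1, CYP1A2 and CYP1B1 the adjusted p was 0.0628 for xenobiotic metabolism and 0.210 for steroid hormone biosynthesis, while chemical carcinogenesis enzymes kept 0.00135. The UGT1A and AKR1C genes stayed in these lists, and no test was run without them. The lists were written from textbook knowledge before the deposited values were examined and are not the KEGG sets. Their subjects are pathways that the paper reports as upregulated on the same arrays, and part of its table had been seen. The tests of these lists are therefore not independent of the paper's result.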

For NF-κB signaling pathway and TNF signaling pathway, downregulation increases from 1 h to 3 h, whereas it slightly decreases for T cell receptor signaling pathway and TGF-β signaling pathway. Nevertheless, 24 h after irradiation downregulation is higher for all these pathways when compared to 1 h after irradiation. 

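At 24 h the 4 signalling lists had median log2 fold changes just below 0, with a few chemokine and regulator genes further down. Of 75 measured genes of NF-κB signalling 3 were lower when adjusted over the list alone: CXCL8, CCL2 and CXCL1, all chemokines. CCL2 had a log2 fold change of -0.57 (standard error 0.08) and CXCL1 of -0.32 (standard error 0.05). IL1R1, the interleukin 1 receptor, lay at -0.36 and did not pass. Of 92 genes of TNF signalling, 3 were lower (CCL2, CXCL1 and the chemokine CCL5, at -0.51) and 1 was higher, FOSL1, an AP-1 subunit, at 0.34. Of 79 genes of TGF-β signalling 2 were lower: ID3, an inhibitor of DNA binding induced by BMP signals, at -0.38, and CDKN2B, a cyclin-dependent kinase inhibitor, at -0.29. None of 83 genes of T cell receptor signalling passed over the list alone in limma. CBLB, a ubiquitin ligase, lay at 0.29 and NFKBIE at -0.22. PDK1, which the list also holds, lay at 0.34, but is here the kinase that restrains pyruvate oxidation and not a kinase of this pathway. Over all genes none of these genes passed in limma. The median log2 fold change was -0.0066 for NF-κB, -0.0076 for TNF, -0.019 for T cell receptor and -0.0017 for TGF-β signalling, and the adjusted p from camera was 0.486, 0.536, 0.534 and 0.288. Preranked GSEA on the same statistics gave an adjusted p of 0.0294 for NF-κB, 0.0195 for TNF, 0.00190 for TGF-β and 0.288 for T cell receptor signalling, each with a negative direction.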

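Genes of rheumatoid arthritis went both ways at 24 h. Of 70 measured genes 6 were lower and 2 were higher when adjusted over the list alone, and none passed over all genes in limma. Those lower were CXCL8, CCL2, CXCL1, CCL5, TGFB2 and FOS. TGFB2, a growth factor of the TGF-β family, had a log2 fold change of -0.35 (standard error 0.06). Those higher were IL1A, an interleukin 1 released by stressed keratinocytes, with 0.82 (standard error 0.07, adjusted p over all genes 0.200 from limma), and VEGFA, the vascular growth factor, with 0.36 (standard error 0.04). The list's median was -0.014, with an adjusted p of 0.534 from camera.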

Although rheumatoid arthritis is slightly upregulated 1 h after irradiation, the pathway is significantly downregulated 3 h and 24 h after irradiation. DNA replication is downregulated for 1 h and 3 h after blue light irradiation. Interestingly, 24 h after irradiation DNA replication is slightly upregulated.

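Of 36 measured DNA replication genes 21 had a positive and 15 a negative log2 fold change at 24 h, and none passed in limma when adjusted over the list alone or over all genes. RNASEH2C, a subunit of ribonuclease H2, lay at -0.18 and RPA1, a subunit of the single-strand binding protein RPA, at -0.14. RPA2, another subunit of RPA, lay at 0.24 and POLD2, a subunit of DNA polymerase delta, at 0.14. The plates gave 0.14, 0.11 and 0.48 for RPA2 and 0.0098, 0.14 and 0.27 for POLD2. The median log2 fold change of the list was 0.016 and its mean was -0.00078, so that median and mean differed in sign. The direction in camera was upwards with an adjusted p of 0.950. It turned downwards without plate 1 (adjusted p = 0.959), without plate 2 (0.841), and in preranked GSEA (0.643).

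**Figure D1:**
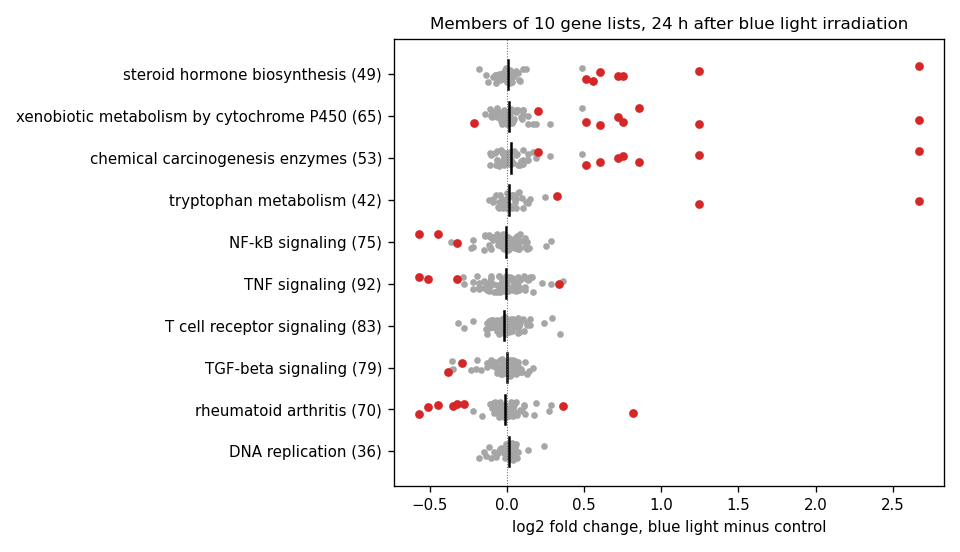
Log2 fold changes, blue light minus control at 24 h, of the measured members of 10 lists, with the number of members in parentheses. Each point is 1 gene, red points pass when adjusted over the list alone, and black lines are list medians. The medians lie near 0 in each list, while CYP1A1 at 2.67 lies furthest to the right in the upper 4 lists.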

### Gene expression analysis reveals upregulation of aryl hydrocarbon receptor target genes

CYP1A1 and CYP1B1 were both highly upregulated for all three harvesting time points leading to the identification of a possible functionality of their transcription factor aryl hydrocarbon receptor (AHR) after blue light irradiation. Tryptophan metabolism and chemical carcinogenesis are both pathways containing significantly upregulated genes and are connected to AHR. As KEGG does not provide an AHR pathway was designed (Fig. 5) using a literature search containing inter alia the “AHR battery genes” CYP1A1, CYP1A2, CYP1B1, aldehyde dehydrogenase 3 family member a1 (ALDH3A1), NAD(P)H quinone oxidoreductase 1 (NQO1), UDP glucuronosyltransferase 1 family, polypeptide A (UGT1A), glutathione S-transferase 1 (GSTA1) and genes encoding AHR and its contributors aryl hydrocarbon receptor nuclear translocator (ARNT) and aryl hydrocarbon receptor repressor (AHRR). Additionally, genes deregulated downstream after AHR activation like cyclin-dependent kinase inhibitor 1B (CDKN1B, also KIP1), nuclear factor erythroid 2 like 2 (Nrf2, also NFE2L2) and tumor necrosis factor (TNF-a) receptor-associated protein (TRADD) are depicted. The AHR signaling pathway (Fig. 6) is upregulated for all three time points with p = 0.3300 after 1 h, p < 0.0001 after 3 h and p < 0.0001 24 h after blue light irradiation. 

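Targets of AHR were higher at 24 h as a group. Of 15 measured AHR target genes 9 were higher and none was lower when adjusted over the list alone, and 2 were higher over all genes. The median log2 fold change was 0.34, and the adjusted p from camera was 1.18e-12 (adjusted p = 0.296 with an estimated correlation). Another list of 15 measured genes was built on the battery that the paper names. It holds single members of UGT1A, of which the paper names UGT1A5 alone, and AHRR, which the paper names beside AHR. Of these genes 8 were higher over the list alone, among them UGT1A1, UGT1A4, UGT1A5 and UGT1A6. These UGT1A members share exons at the 3' end and may not be separate signals. The list was not tested without them, so that its count, median and p may count the same signal more than once. This list had a median of 0.48, the value of UGT1A5, with plate medians of 0.37, 0.12 and 0.45. Its adjusted p was 3.89e-09 from camera (adjusted p = 0.307 with an estimated correlation). The battery comes from the paper, which analysed the same arrays, so that neither the count over the list alone nor the p from camera is independent evidence. The AHR target list shares 8 of its 15 genes with the battery list, among these 6 of the 9 that were higher. The same limit therefore holds for the AHR target list in part. TIPARP, a mono-ADP-ribosyltransferase and AHR target, had a log2 fold change of 0.22 (standard error 0.04, adjusted p over all genes 0.358 from limma). AHR itself lay at 0.06 and ARNT at -0.07, with adjusted p-values of 0.787 and 0.823 from limma, and the plates of ARNT gave -0.08, -0.17 and 0.05. A wider list of 28 receptor components, partners and downstream genes had a median of -0.0049, a mean of 0.17 and an adjusted p of 0.288 from camera, while preranked GSEA gave 9.07e-05. From the upregulation of CYP1A1 and CYP1B1 and of the battery genes over 1 h, 3 h and 24 h, the paper proposes AHR as a possible target of blue light. It also draws on GSEA of an AHR pathway, on tryptophan metabolism and chemical carcinogenesis, and on AHRR at 3 h. It checked CYP1A1, CYP1B1, ALDH3A1, NQO1 and UGT1A by qPCR.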

The time course of gene expression analysis for these mentioned genes is illustrated in Fig. 7 to help describing that AHR is a possible target for blue light irradiation as explained in the discussion.

CYP1A1, CYP1B1, ALDH3A1, NQO1 and UGT1A5 are upregulation already 1 h after blue light irradiation, which is stable up to 3 h. 

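Beside the cytochromes, ALDH3A1, NQO1 and 4 members of the UGT1A family had higher values after blue light in all 3 plates at 24 h. ALDH3A1, an aldehyde dehydrogenase, had a log2 expression of 7.81 ± 0.14 (SD, n = 3) with light and 6.95 ± 0.031 (SD, n = 3) in the control. Its log2 fold change was 0.85 (standard error 0.06, adjusted p = 0.107 from limma). It passed without the plate as a block (adjusted p = 0.0299). NQO1, a quinone reductase, had 12.29 ± 0.083 with light and 11.74 ± 0.051 in the control (SD, n = 3), a log2 fold change of 0.56 (standard error 0.05, adjusted p = 0.200 from limma). The UGT1A genes encode glucuronosyltransferases. The log2 fold change was 0.72 for UGT1A1, 0.60 for UGT1A4, 0.51 for UGT1A6 and 0.48 for UGT1A5, with adjusted p-values of 0.273, 0.273, 0.200 and 0.489 from limma. UGT1A6 passed without the plate as a block (adjusted p = 0.0299). The plates of UGT1A5 gave 0.40, 0.12 and 0.93. UGT1A7, UGT1A8, UGT1A9 and UGT1A10 had log2 fold changes of -0.04, -0.0078, 0.02 and 0.03. Their group means lay between 4.18 and 4.47, near the smallest value of 3.97, so that a change may not be measurable. The plates of UGT1A10 gave 0.11, -0.38 and 0.37. Members of this family share exons at the 3' end, so the value of a single member is uncertain.

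**Figure D2:**
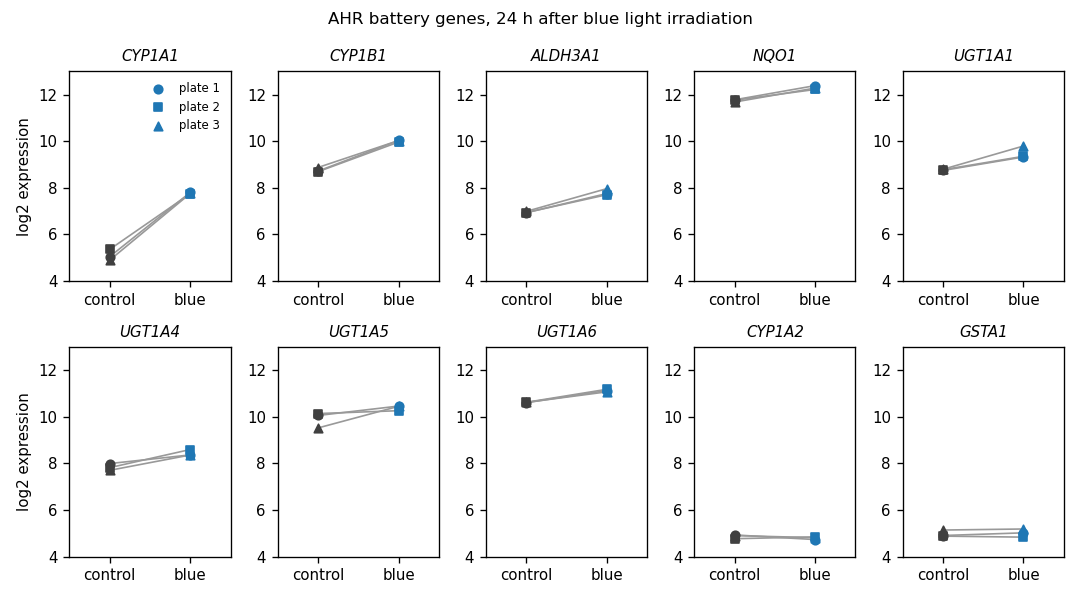
Log2 expression (vertical axis) of 10 AHR battery genes on the 6 arrays at 24 h. Each panel is 1 gene, grey symbols are covered control and blue symbols irradiated samples, and a line joins both samples of 1 plate. CYP1A1 goes from 5.10 to 7.77 on average, and GSTA1 from 4.97 to 5.01.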

CYP1A1, CYP1B1 ALDH3A1 and NQO1 show an even higher upregulation in gene expression 24h after irradiation, whereas UGT1A keeps the same level (Fig. 7). AHRR is considerably upregulated 3 h after blue light irradiation, while CDKN1B is upregulated after 1 h and 3 h, but downregulated 24 h after irradiation. 

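At 24 h AHRR, the repressor of AHR, had a log2 expression of 4.99 ± 0.069 (SD, n = 3) with light and 5.06 ± 0.22 (SD, n = 3) in the control. Both means lay below the median of all values, 5.32, so that a fall may not be measurable. The log2 fold change of AHRR was -0.08 (standard error 0.07, adjusted p = 0.838 from limma). The plates gave 0.015, 0.012 and -0.25, and without plate 3 the log2 fold change was 0.013. CDKN1B, an inhibitor of cyclin-dependent kinases, had a log2 fold change of -0.19 (standard error 0.05, adjusted p = 0.464 from limma) and lay lower with light in all 3 plates, by -0.28, -0.09 and -0.20.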

CYP1A2 is alternating from downregulation after 1 h to upregulation after 3 h and not regulated after 24 h. 

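CYP1A2 had a log2 expression of 4.79 ± 0.059 (SD, n = 3) after blue light and 4.86 ± 0.087 (SD, n = 3) in the control at 24 h. Both means lay below the median of all values, 5.32, so that a fall may not be measurable. The log2 fold change of -0.07 (standard error 0.06, adjusted p = 0.842 from limma) was within the spread between plates, which gave -0.20, 0.08 and -0.09.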

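At 24 h GSTA1, a glutathione S-transferase, had a log2 fold change of 0.04 (standard error 0.05, adjusted p = 0.902 from limma), with plate differences of 0.11, -0.04 and 0.04. Its means, 5.01 with light and 4.97 in the control, also lay below the median of all values. NFE2L2, which encodes the transcription factor Nrf2, had a log2 expression of 10.68 ± 0.023 (SD, n = 3) with light and 10.61 ± 0.073 (SD, n = 3) in the control. Its log2 fold change of 0.07 (standard error 0.05, adjusted p = 0.739 from limma) did not pass the test, with plate differences of 0.09, 0.0039 and 0.12.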

GSTA1 is not considerably regulated, whereas NFE2L2 (Nrf2) is upregulated after 3 h and 24 h. 

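TRADD, an adaptor of TNF receptors, had a log2 fold change of -0.15 at 24 h (standard error 0.08, adjusted p = 0.691 from limma). The plates gave 0.06, -0.32 and -0.19, so that the value was lower with light in 2 of 3 plates.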

TRADD is downregulated for all three time points with a maximum after 3 h.

### Real time PCR verifies gene expression analysis.

To confirm microarray results genes were selected for real time PCR (qPCR). Criteria for selection were pathways with high normalized enrichment scores (NES) and/or fold changes of specific genes and connection to AHR signaling pathway. qPCRs were performed with RNA samples from harvesting time 24 h after 30 min of blue light irradiation, which were beforehand used for gene expression analysis. qPCR results match with the previously obtained gene expression results with CYP1A1, CYP1B1, ALDH3A1, NQO1 and UGT1A being significantly upregulated and FBJ murine osteosarcoma viral oncogene homolog (FOS), interleukin 8 (IL8) and keratin 5 (Krt5) being significantly downregulated (Supplementary data 3).

## Discussion

Photobiomodulatory effects of blue light irradiation on human keratinocytes were tested with functional experiments for ROS concentrations and apoptosis detection for safety issues. Furthermore, a comprehensive evaluation of gene expression analysis for the time points 1 h, 3 h and 24 h after 30 min (41.4 J/cm^2^) of blue light irradiation was conducted, which revealed a time course of gene expression and the AHR as a possible target for PBM with blue light via photo-oxidation of tryptophan.

H_2_O_2_ concentrations were tested in cells to confirm a light induced ROS production. ROS levels were increased 1.26 fold 30 min after irradiation (Fig. 1). Interestingly, the cells could balance that rise already after 1 h and concentrations alternated between slightly increased and decreased until 24 h after irradiation. These results fit to the phenomenon called mitohormesis, which is the adaptive response of mitochondria to varying ROS levels. In general, ROS, which are produced mainly in mitochondria, are signaling molecules induced by stress and an increased demand for readily available energy, which triggers the retrograde response; a process causing in transcriptional changes in the nucleus^23^,^24^. In more detail, ROS oxidize e.g. thiol groups on cysteine residues thereby activating downstream processes by changing functions of the enzymes in a signaling pathway^25^ leading to a reversible signal transduction mechanism^26^. They are able to precondition the organism thereby inducing cellular defense mechanisms that finally serve as a long-term protective shield^27^ and even prevent cellular damage^23^,^24^. Furthermore, this process activates detoxification routes which finally results in a reduction of the initial signaling molecules and explains how the HaCaT cells could reduce H_2_O_2_ concentrations already 1 h after blue light irradiation (Fig. 1).

While low concentrations of ROS act in a protective way^28^ high concentrations of ROS are well known to be able to irreversibly destroy cellular structures^28^. Although, gene expression analysis did not show any cell repair mechanisms, FACS analysis was used to test for apoptosis of the cells 24 h after 30 min of blue light irradiation. 

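At 24 h none of 54 measured DNA repair genes passed in limma when adjusted over the list alone. The genes with the smallest p were LIG4, a DNA ligase of end joining, at -0.19, TDG, a thymine DNA glycosylase, at 0.13, NHEJ1 at -0.13 and NEIL1 at -0.18, with plate differences of -0.07, -0.31 and -0.15 for NEIL1. Of 26 targets of p53, 1 was lower and 1 was higher over the list alone. CDKN1A, the cell cycle inhibitor p21, had a log2 fold change of -0.26 (standard error 0.04), and TNFRSF10B, a death receptor, of 0.22 (standard error 0.04). Of 30 core genes of apoptosis none passed over the list alone in limma, with FAS at 0.17, BCL2L11 at -0.14 and BAX at 0.10. The median log2 fold change was 0.023 for DNA repair, 0.0031 for p53 targets (mean -0.0035, direction downwards in camera) and -0.021 for apoptosis, and the adjusted p from camera was 0.624, 0.925 and 0.834.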

To exclude any cytotoxicity a separate assay would have to be performed, however, the cells did not show any signs of apoptosis (Fig. 2), which fits to the hypothesis that light-induced ROS concentrations are not too high and do not damage the cells.

Gene expression analysis revealed a high number of deregulated genes already one 1 h after irradiation, with even increasing numbers for 3 h and highest numbers 24 h after irradiation (Table 1 and Supplementary data 4). Subsequent GSEA depicted that blue light deregulates a variety of pathways in a time dependent manner (Fig. 4), with some pathways already deregulated 1 h after irradiation, which consequently induce the early response of blue light irradiation.

One of those early pathways is the pathway of metabolism of xenobiotics by CYPs (Fig. 4) with CYP1A1, which is also known as aryl hydrocarbon hydroxylase^29^, and CYP1B1 as highly upregulated genes (Fig. 7). They are best known for their metabolic activation of polycyclic aromatic hydrocarbons (PAHs) and heterocyclic aromatic amines/amides (HAAs) to electrophilic reactive intermediates^29^,^30^,^31^. Their gene expression is regulated by a heterodimeric transcription factor consisting of the aryl hydrocarbon receptor nuclear translocator (ARNT) and the aryl hydrocarbon receptor (AHR)^30^,^31^. The latter belongs to the group of basic helix-loop-helix (bHLH) PAS (homologous to Per/ARNT/Sim) proteins^32^ and is a ligand activated transcription factor usually defined as transcriptional regulator connected to adaptive xenobiotic response^33^. The ligand binding pocket of the AHR is able to fit a large number of planar, hydrophobic compounds^34^ with PAHs and HAAs as well-known exogenous ligands^35^. However, rising evidence led to the discovery of the existence of endogenous AHR ligands^35^ indicating that physiological functions of AHR are important for normal cell development and immune responses^33^,^36^.

AHR serves not only as an internal oxygen and redox status sensor, but also recognizes low molecular-weight compounds and light^37^,^38^ with endogenous ligands derived from tryptophan due to UV or visible light exposure induced photolytic destruction/photo-oxidation^32^,^35^,^39^. As the epidermis, consisting mainly of keratinocytes, has a high tryptophan content, the irradiation of keratinocytes with 453 nm blue light for 30 min respectively 41.4 J/cm^2^ may be able to induce the production of high affinity AHR ligands like 2,3,7,8-Tetrachlordibenzodioxin (TCDD), 6-formylindolo[3,2-b]carbazole (FICZ), 6,12-diformylindolo[3,2- b]carbazole (dFICZ) and oxi FICZ carboxylic acid type originating from indolo[3,2-b]carbazole-6-carboxylic acid (CICZ) which are natural substrates for CYPs present in skin cells^32^. After ligand binding AHR, which is located in the cytoplasm in its inactive state, forms a heterodimer with ARNT and translocates to the nucleus. Subsequently, it binds to the AHR-mediated aromatic hydrocarbon response element (AHRE, also XRE or DRE) DNA motif^29^, which leads to an upregulated transcription of a battery of xenobiotic-metabolizing enzymes (XMEs)^40^, which are collectively referred to as “AHR gene battery”^33^ (Fig. 5). These target genes are encoding phase I and phase II xenobiotic-metabolizing enzymes, which are vital for detoxification of xenobiotics^29^,^33^. The main enzymes encoded by AHR affected genes that are involved in phase I of xenobiotic metabolism are CYP1A1, CYP1A2, CYP1B1, NQO1 and ALDH3A1, whereas UGT1A and GSTA1 are connected to phase II^29^,^33^,^40^.

Gene expression analysis revealed an upregulation of CYP1A1, CYP1B1, ALDH3A1, NQO1 and UGT1A5 already 1 h after blue light irradiation, which is stable up to 3 h (Fig. 7). CYP1A1, CYP1B1, ALDH3A1 and NQO1 show an even higher upregulation in gene expression 24 h after irradiation, whereas UGT1A remains at the same level. This gene-regulation downstream of AHR activation strengthens the hypothesis that AHR is activated due to photo-oxidation of tryptophan after blue light irradiation. Moreover, activation of metabolism of xenobiotics by CYPs can lead to an activation of steroid hormone biosynthesis with NQO1 and ALDH3A1 likewise involved^22^,^41^,^42^ fitting to the findings of upregulated genes in the pathway of steroid hormone biosynthesis in gene expression analysis for all tested time points after blue light irradiation (Fig. 4).

Another overall consequence of AHR activated gene expression is generation of electrophilic reactive intermediates which induce reactive oxygenated metabolite (ROM)-mediated oxidative stress^29^. This triggers, besides the AHR dependent gene activation via AHRE, the additional Nrf2 dependent gene activation via the electrophile response element (EPRE, (also ARE) DNA motif^29^ resulting in expression of phase II detoxification enzymes^43^,^44^ thereby reducing oxidative stress^44^.

In its inactive state the transcription factor Nrf2 is bound to the substrate adaptor protein Kelch-like ECH-associated protein 1 (Keap1), which mediates the ubiquitination and subsequent proteasomal degradation of Nrf2 by a Cullin3-dependent E3 ubiquitin ligase complex^45^,^46^. After AHR induces ROM-mediated oxidative stress Keap1 is not able to bind to Nrf2 anymore as critical cysteine residues of the protein are oxidized thereby changing its conformation. Subsequently, the unbound Nrf2 is translocated to the nucleus activating gene expression via EPRE^46^. Target genes are partially consistent with AHR activated AHRE transcribed genes comprising inter alia ALDH3A1, NQO1 and UGT1A^47^. This is in agreement with the gene expression results (Fig. 7). Additionally, gene expression of Nrf2 itself is upregulated after blue light irradiation (Fig. 7) causing a higher level of Nrf2 transcription factor and more effective activation of the downstream process for reducing oxidative stress, which was shown before by Miao and colleagues in ref. 48. Furthermore, Keap1 can degrade inhibitor of kappa light polypeptide gene enhancer in B-cells kinase beta (IKKβ), which leads to an inhibition of activation of nuclear factor of kappa light polypeptide gene enhancer in B-cells 1 (NF-κB)^46^,^49^ and thereby to an anti-inflammatory response^50^. Moreover, AHR can directly interact with the transcription factor JunB to modulate skin immune responses, which was shown to play an important role in suppression of psoriatic lesions in keratinocytes^36^. This can be observed in gene expression analysis where, besides the NF-κB signaling pathway, above all inflammatory pathways are downregulated (Fig. 4).

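Targets of Nrf2 were higher as a group at 24 h. Of 26 measured targets 25 had a positive log2 fold change. The list was written before the deposited values were examined. Part of the paper's table of the same arrays had been seen, so that its independence may be limited. In limma 16 were higher when adjusted over the list alone, and none passed over all genes. GCLC and GCLM, the subunits of glutamate-cysteine ligase in glutathione synthesis, had log2 fold changes of 0.63 (standard error 0.07) and 0.36 (standard error 0.08). SRXN1, a sulfiredoxin, lay at 0.41, TXNRD1, a thioredoxin reductase, at 0.32, and HMOX1, a heme oxygenase, at 0.21. The list's median was 0.23, with plate medians of 0.27, 0.25 and 0.26. The adjusted p from camera was 6.74e-21 (adjusted p = 0.296 with an estimated correlation). Keap1, the inhibitor of Nrf2, is encoded by KEAP1, which had a log2 fold change of 0.16 (standard error 0.07, adjusted p = 0.595 from limma) and plate differences of 0.13, 0.03 and 0.32.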

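Of 27 measured inflammatory cytokines and chemokines 5 were lower and 1, IL1A, was higher at 24 h when adjusted over the list alone, and none passed over all genes in limma. CXCL8, CCL2, CXCL1 and CCL5 were among those lower. The median log2 fold change of the list was -0.020, with an adjusted p of 0.366 from camera. JUNB had a log2 expression of 9.63 ± 0.031 (SD, n = 3) with light and 9.81 ± 0.052 (SD, n = 3) in the control, a log2 fold change of -0.18 (standard error 0.05, adjusted p = 0.453 from limma).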

Cell cycle arrest pathway can be directly activated through ROS production^22^,^51^, however, AHR activation can influence the cell cycle, too^31^. After binding retinoblastoma 1 (RB1)^52^, the AHR-RBI complex can block E2F-mediated transcription of S phase genes like e.g. CDKN1B^31^,^53^,^54^, resulting in an inhibition of normal progression of G1 to S phase in cell cycle^31^. CDKN1B is downregulated 1 h and 3 h after blue light irradiation (Fig. 7), additionally to ROS induced cell cycle arrest. This explains the decrease of cell proliferation with blue light. However, at the time point 24 h after blue light irradiation CDKN1B is slightly downregulated. These findings fit to the gene expression results of the pathway of DNA replication, which was downregulated for 1 h and 3 h after irradiation but slightly upregulated 24 h after irradiation (Fig. 4).

Next to its function as transcription factor the AHR-ligand complex can associate with cell division cycle 37 control protein (Cdc37) and the non-receptor tyrosine kinase Src causing the dissociation of the latter. Consequently, Src translocation into the cell membrane is promoted where it phosphorylates the epidermal growth factor receptor (EGFR, also ERBB), which activates ERK1/2 (also MAPK3/1) target gene expression leading to cell survival^33^,^55^. The crucial time point for the cell to decide between cell survival and apoptosis after blue light irradiation seems to be during the first hour after irradiation. Here, oxidative stress is induced, which was described with an increase of H_2_O_2_ production 30min after blue light irradiation followed by a decrease already 1 h after irradiation. An early upregulation of ERK1/2 occurs 1 h after irradiation (Fig. 7) on gene expression level triggering cell survival pathways. This cell survival effect is emphasized by the additional downregulation of TFN signaling pathway (Fig. 4) containing TRADD, which can signal apoptosis^29^,^33^. TRADD is downregulated for all tested time points after blue light irradiation with a maximum after 3 h (Fig. 7).

Finally, AHR activation triggers the induction of AHRR gene expression 3 h after blue light irradiation (Fig. 7) which is known to lead to a dimerization of AHRR with ANRT and results in an inhibition of AHR function. Therefore, AHRR activation by AHR represents a regulatory biofeedback loop in the xenobiotic signal transduction pathway^40^,^56^,^57^.

qPCR was used to verify gene expression results of some selected genes. 

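On the arrays FOS, CXCL8 (IL8) and KRT5 were each lower with light in all 3 plates at 24 h, and none passed over all genes in limma. FOS, an immediate early transcription factor, had a log2 fold change of -0.28 (standard error 0.06, adjusted p = 0.386 from limma). CXCL8 had a log2 expression of 6.37 ± 0.25 (SD, n = 3) with light and 6.81 ± 0.21 (SD, n = 3) in the control, a log2 fold change of -0.44 (standard error 0.04, adjusted p = 0.233 from limma). KRT5, a keratin of basal keratinocytes, had 13.04 ± 0.031 with light and 13.15 ± 0.022 in the control (SD, n = 3). Its log2 fold change was -0.11 (standard error 0.04, adjusted p = 0.541 from limma), with plate differences of -0.11, -0.12 and -0.10.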

All selected genes showed the same deregulation in qPCR and gene expression analysis with CYP1A1, CYP1B1, ALDH3A1, NQO1 and UGT1A significantly upregulated and FOS, IL8 and Krt5 significantly downregulated for the time point 24 h after blue light irradiation.

Although gene expression results indicate AHR as a possible target, it should be noted that the direct, causal correlation of AHR to be a direct target of blue light treatment has to be further tested using for example gain or loss of function studies and/or protein levels of the named genes should be tested at the different time points to confirm the hypothesis. Furthermore, functional analysis should be performed to confirm the role of ROS and its connection to AHR using for example antioxidants.

## Conclusion

Gene expression evaluation of HaCaT cells revealed an upregulation of “AHR battery genes” leading to production of phase I and phase II enzymes of xenobiotic metabolism^29^,^33^. One important action of this downstream process is to provide a delicate hormesis between promoting and preventing ROM-mediated oxidative stress, which is in agreement with our ROS measurements. H_2_O_2_ concentrations are increased 30 min after blue light irradiation; however, already 1 h after irradiation H_2_O_2_ is metabolized by the cells leading to an even lower ROS concentration. Furthermore, steroid hormone biosynthesis is activated as a downstream process of “AHR battery gene” expression^19^,^41^,^42^,^51^ already 1 h after irradiation triggering anti-inflammatory responses^41^,^58^,^59^. Additionally, inflammation is also decreased due to oxidative stress inhibited NF-κB signaling pathway^46^,^49^,^50^ and interaction with JunB^36^. DNA replication pathway is downregulated resulting in a decrease in cell proliferation due to primary production of ROS^51^ and AHR-induced downregulation of CDKN1B^31^. However, ROS concentrations are not reaching a damaging level as cell survival pathways are enhanced by crosstalk of AHR-ligand complex with EGFR. Moreover, reduction of TNF-signaling pathway and downregulation of TRADD gene expression, which are relevant for apoptotic signaling, are consistent with FACS analysis as 24 h after blue light irradiation cells are not showing any sign of apoptosis. Finally, it can be concluded that gene expression shows a time course after blue light irradiation, with early response genes and pathways leading to the identification of AHR as a possible target for PBM with blue light via photo-oxidation of tryptophan resulting, when using this described dose, in a cell protective effect with decreased proliferation, production of steroid hormones and prevention of inflammatory responses.

## Methods

### Cell culture

HaCaT cells (immortal human keratinocytes) from Cell Line Service (CLS) GmbH (Heidelberg/Germany) were cultured as previously described^22^ under standard conditions at 37 °C with 5% CO_2_. They were cultured in Dulbecco’s modified Eagle’s medium (DMEM) high glucose containing 10% fetal bovine serum (FBS), 1mM sodium pyruvate and 100 U/mL penicillin/streptomycin (Gibco^®^ by life technologies TM AG (Carlsbad/USA)) whereas 0.1% Trypsin-EDTA (1x) phenol red from Gibco^®^ was used to detach the cells. Subculturing ratios have been 2/10 to 3/10.

### Blue light irradiation

HaCaT cells per well were plated in black 96 well plates, with sterile clear flat bottom wells (Sigma Aldrich Co. LLC, St. Louis/USA)^22^. After seeding, cells were incubated 24 h at 37 °C with 5% CO_2_. Medium was renewed and cells were illuminated for 30 min. The right half of the plate was taped with black foil for the no light negative control. After defined time points cells were harvested with TRIzol Reagent (Ambion^®^ by life technologies TM AG (Carlsbad/USA)) and stored at −80 °C for further use in RNA isolation and following gene expression analysis with microarrays. Experiments were conducted in triplicates and repeated twice.

Lumileds LUXEON Rebel LXML-PR01-0275 were used (Koninklijke Philips N.V., Eindhoven/Netherlands) with an treatment surface irradiance of 23 mW/cm^2^ at an irradiation distance of 55 mm, beam divergence was ±15° and a peak wavelength of 453 nm (blue light).

### ROS measurement

Amplex UltraRed (Moelcular Probes, Invitrogen, Carlsbad, CA) was used for measuring H_2_O_2_ concentrations in HaCaT cells^21^. At defined time points after 30 min of blue light irradiation 50 μl 0,1 M Potassium phosphate buffer pH 6,0 containing 100 mM Amplex Ultrared and 0.2 U/ml Horse radish peroxidase (Molecular Probes, Invtirogen, Carlsbad, CA) was added to each well and incubated for 20 min at 37 °C with 5% CO_2_. Fluorescence was measured with the Infinit^®^ 200 PRO microplate reader from underneath at λ_ex_490 nm/λ_em_581 nm (Tecan Group AG, Männedorf/Switzerland). Experiments were conducted in triplicates and repeated twice.

### FACS

For analyzing apoptosis cells were labeled with FITC Annexin V (BioLegend, San Diego/USA) and Propidiumiodide (PI) (InvitrogenTM by life technologies TM AG (Carlsbad/USA)) supernatant was harvested to collect possible apoptotic cells. After that, cells were washed with PBS, trypsinized and dissolved with the collected supernatant; 2 × 10^5^cells were used. The cells were transferred to a 15 ml Falcon tube and centrifuged 3 min at RT and 2000 × g. The supernatant was removed and the pellet was washed twice, first with PBS, secondly with Annexin-Binding Buffer (BioLegend(San Diego, USA)). Subsequently, the pellet was resuspended in 100 μl Annexin-Binding Buffer and cells were incubated with 5 μl of Annexin V, and 2 μl of PI 1 mg/ml for 15 min at RT in the dark. Finally, 100 μl Annexin-Binding Buffer was added. For positive control 1 μM Staurosporine (Sigma Aldrich Co. LLC, St. Louis/USA) was added for 4 h to HaCaT cells to induce apoptosis. The subsequent measurement was performed on a BD FACSCalibur (BD Biosciences, Heidelberg, Germany) while Flowing Software version 2.5.1 was used to perform a distribution analysis for statistical evaluation. Experiments were conducted in triplicates and repeated twice.

### RNA isolation for microarray analysis and quantitative real time PCR

RNA was isolated as described in the TRIzol Reagent protocol. The RNA pellet was re-suspended in 20 μl RNase-free water.

### Gene expression analysis with Affymetrix GeneChips

After RNA isolation RNA was purified^22^ using the RNA Clean-Up and Concentration Micro Kit. cDNA synthesis was performed using the SuperScript Choice System according to the recommendations of the manufacturer. Using ENZO BioArray HighYield RNA Transcript Labeling Kit biotin-labeled cRNA was produced. Standard protocol from Affymetrix was used for the *in vitro* transcription (IVT). Quantification of cRNA was performed by spectrophotometric analysis with acceptable A260/A280 ratio of 1.9 to 2.1. Fragmentation of the cRNA was achieved using the Affymetrix protocol. For gene expression profiling, labeled and fragmented cRNA was hybridized to Affymetrix Hugene-2_0st microarrays with an incubation of 16 h at 45 °C. The Affymetrix fluidics station 450 was used to wash the microarrays, scanning was performed with Affymetrix GeneChip scanner 3000.

### Bioinformatics analysis-Affymetrix GeneChips

The Custom CDF Version 18 with Entrez based gene definitions was used for annotation^60^. Applying quantile normalization, the raw fluorescence intensity values were normalized. To remove the plate effect, a batch normalization based on k-means was performed. Based on OneWay-ANOVA, differential gene expression was analyzed using a commercial software package: SAS JMP10 Genomics, version 6, from SAS. A false positive rate of a = 0.05 with FDR correction was taken as the level of significance.

Gene Set Enrichment Analysis (GSEA) was performed to determine whether defined lists (or sets) of genes exhibit a statistically significant bias in their distribution within a ranked gene list (see http://www.broadinstitute.org/gsea/ for details (Subramanian *et al*., 2005)). Pathways belonging to various cell functions such as cell cycle or apoptosis were obtained from the public database KEGG. As KEGG does not contain an AHR signaling pathway, Aryl Hydrocarbon Receptor Pathway (Homo sapiens) from Rianne Fijten, Egon Willighagen, Alexander Pico, *et al*. was used (http://wikipathways.org/index.php/Pathway:WP2873) for statistical analysis.

The raw and normalized data are deposited in the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/; accession No. GSE82094).

### Reverse Transcription PCR

1 μg of previously isolated RNA was used for the preparation of cDNA. RNA was filled up with distilled water to a total volume of 11 μl. A master mix was prepared according to RevertAid H Minus First Strand cDNA Synthese Kit from Thermo Fisher Scientific Inc. (Waltham/USA). The 20 μl reaction mixture was then used with the following program for the production of cDNA: 5 min at 25 °C, 60 min at 42 °C and 5 min at 70 °C. The cDNA was 1:10 diluted for further use in Real Time-PCR.

### Primer design

Primer sequences for CYP1A1, CYP1B1, ALDH3A, NQO1, and UGT1A were adopted from Brauze *et al*.^40^. Primers for FOS, IL8, Krt5 and MOK (used as reference gene) were designed according to published genes sequences (NCBI-Gene) with PrimerBlast (http://www.ncbi.nlm.nih.gov/tools/primer-blast/) and span exon/exon boundaries Table 2. BLAST alignment search (http://blast.ncbi.nlm.nih.gov/Blast.cgi) was used to verify specificity. All Primers were purchased as DNA Oligo-Primer from Metabion International AG (Planegg, Steinkirchen/Germany).

### Real-time PCR

To verify expression of various genes in the microarray analysis, a Real Time-PCR (qPCR) was carried out with SYBR Green. The reaction mixture consisted of 5 μl 1:10 diluted cDNA, 4.8 μl water, 10 μl SYBR Green master mix and 0.1 μl each primer (LightCycler 96 DNA Green, Roche Diagnostics GmbH (Mannheim/Germany)). DNA Oligo-Primer from Metabion International AG (Planegg, Steinkirchen/Germany) were used with a concentration of 100 μM, therefore end concentration in the reaction mix was 0.5 μM. The qPCR was programmed as follows: 10 min 95 °C, 45x(10 sec 95 °C, 10 sec at Primer specific Tm, 10 sec 72 °C), 10 sec 95 °C, 1 min 65 °C, 1 sec 97 °C. Experiments were conducted in triplicates and repeated twice.

### Bioinformatics analysis-qPCR

For cPCR evaluation Roche LightCycler^®^ 96 Application Software and SAS JMP10 Genomics, version 6, were used.

## Additional Information

**How to cite this article**: Becker, A. *et al*. Gene expression profiling reveals aryl hydrocarbon receptor as a possible target for photobiomodulation when using blue light. *Sci. Rep*. **6**, 33847; doi: 10.1038/srep33847 (2016).

## Supplementary Material

Supplementary Information

Supplementary Table S1

## Figures and Tables

**Figure 1:**
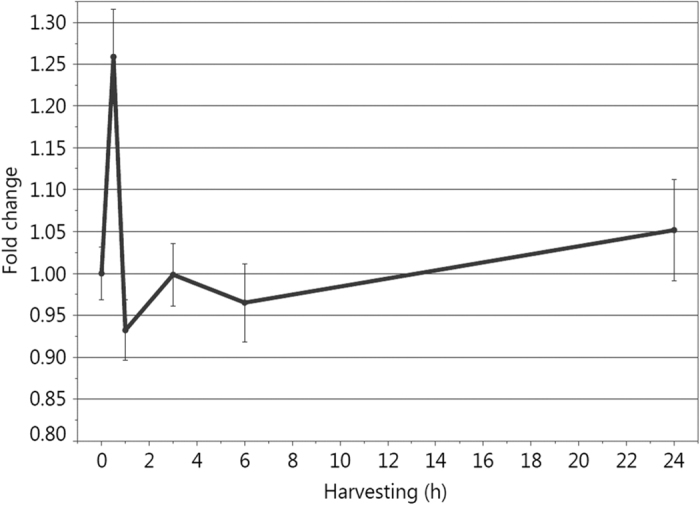
ROS measurement – blue light induces a rapid increase of H_2_O_2_ in human keratinocytes, which is balanced out by the cells within 24 h.

**Figure 2:**
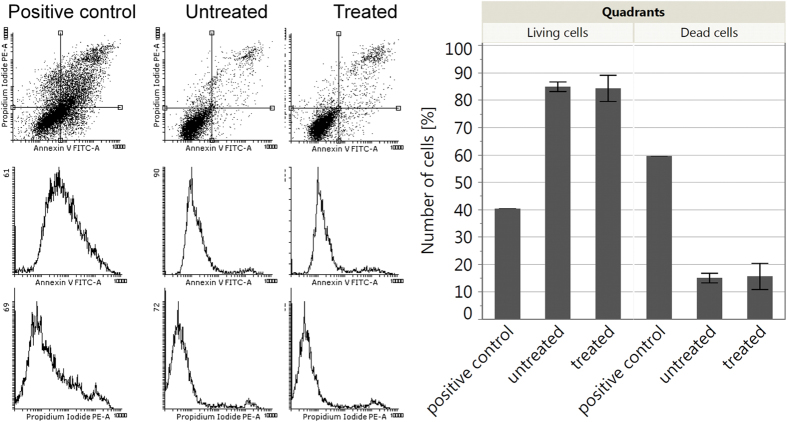
FACS analysis 24 h after 30 min of blue light irradiation. The four quadrants can be distinguished as follows: lower left quadrant = intact cells, lower right quadrant = early apoptosis, upper right quadrant = late apoptotic or secondary necrotic apoptotic cells and upper left quadrant = primary necrotic cells. For comparison between live and dead cells the lower left quadrant was used for the numbers of intact cells and the other three quadrants were taken together to show the amount of dead cells. In this graph there is no difference between early or late apoptosis or necrosis. 30 min of blue light did not induce apoptosis in HaCaT cells.

**Figure 3:**
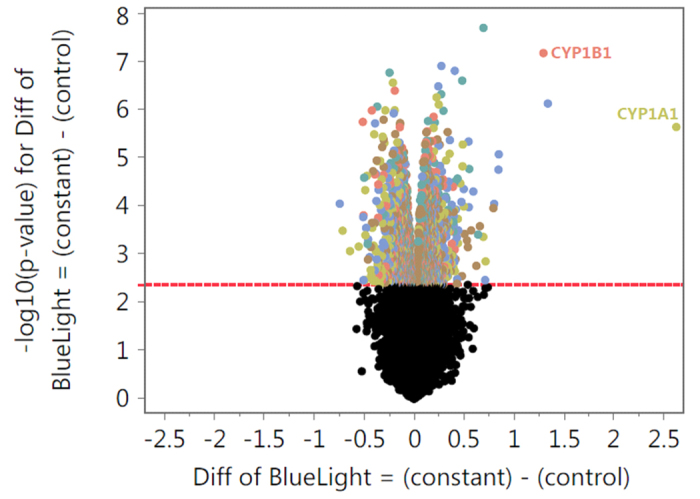
Gene expression analysis-volcano plot 24 h after blue light irradiation.

**Figure 4:**
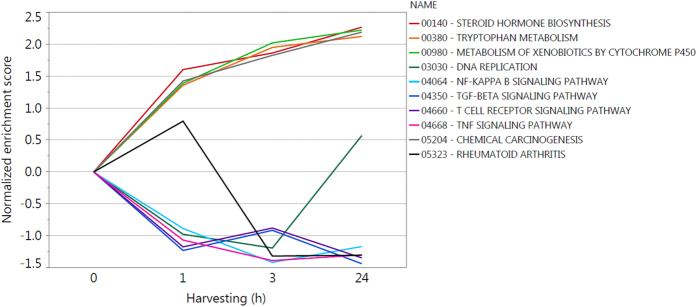
Gene set enrichment analysis-time course of selected pathways for further evaluation of gene expression.

**Figure 5:**
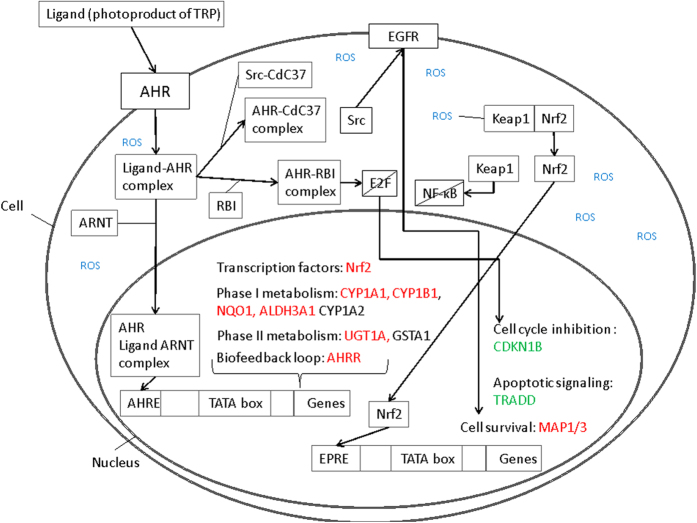
Aryl Hydrocarbon Receptor (AHR) signaling pathway. Red: upregulated gene expression after AHR activation, green: downregulated gene expression after AHR activation.

**Figure 6:**
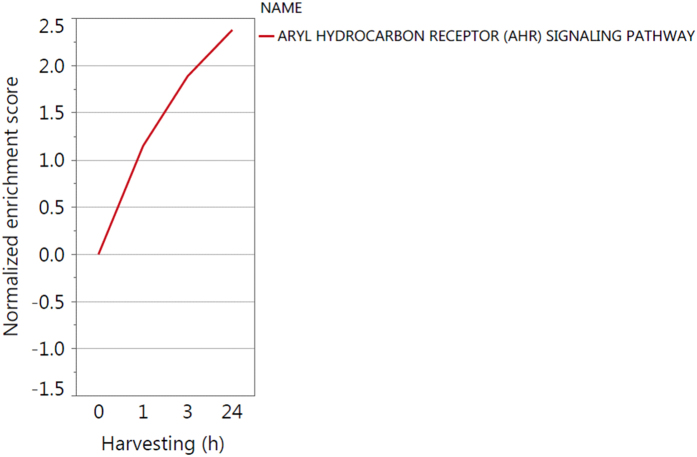
Gene set enrichment analysis-time course of the Aryl Hydrocarbon Receptor (AHR) signaling pathway.

**Figure 7:**
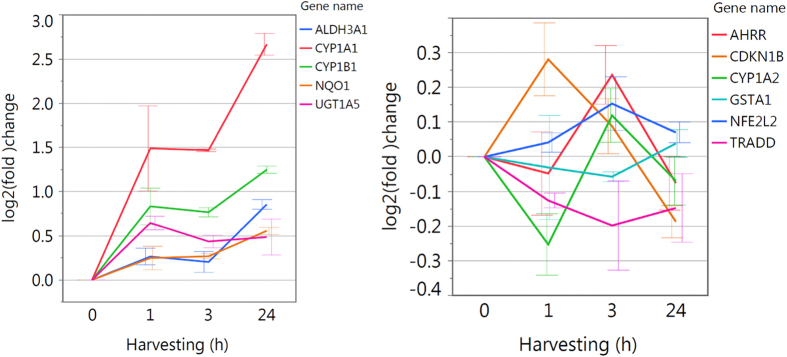
Gene expression analysis-time course of selected AHR inducible genes for further evaluation of gene expression.

**Table 1:** Significantly deregulated genes and GSEA (Irradiation time in minutes, harvesting time in h).

Irradiation time	30 min	30 min	30 min
Harvesting time	1 h	3 h	24 h
Significant differentially expressed genes	1358	1686	2192
Significant upregulated genes	656	885	1090
Pathways containing upregulated genes	105	105	119
Significant pathways containing upregulated genes with FDR <25%	0	10	21
Significant pathways containing upregulated genes with nominal p-value < 5%	6	17	23
Significant downregulated genes	702	801	1102
Pathways containing downregulated genes	153	152	138
Significant pathways containing downregulated genes with FDR < 25%	0	6	0
Significant pathways containing downregulated genes with nominal p-value < 5%	5	17	13

**Table 2:** Primer specifications.

Gene name and Accession number	Sequence	Annealing Temperature Tm(°C)/t(s)	Efficiency	R2
FOS	F: CACTCCAAGCGGAGACAGAC	63	1.92	0.96
NM_005252.3	R: AGGTCATCAGGGATCTTGCAG	61		
IL8	F: AGGAACCATCTCACTGTGTGT	59	2.14	0.97
NM_ 000584	R: CACCCAGTTTTCCTTGGGGTC	63		
Krt5	F: AACCTGGACCTGGATAGCATCA	62	1.80	0.78
NM_ 000424.3	R: ACATTGTCAATCTCGGCTCTCAG	63		
MOK	F: AGAGATCCAAGCACTGAGGC	60	2.12	0.98
NM_ 001272011.1	R: TACCAGCGGGTGGAGATGTA	60

# Supplementary material for: Gene expression profiling reveals aryl hydrocarbon receptor as a possible target for photobiomodulation when using blue light
**Source:** Sci Rep. 2016 Sep 27;6:33847. doi: 10.1038/srep33847
**Supplement:** Supplementary Information

# Gene expression profiling reveals aryl hydrocarbon receptor as a possible target for photobiomodulation when using blue light

Anja Becker1, Anna Klapczynski1, Natalia Kuch1, Fabiola Arpino1, Katja Simon-Keller1, Carolina De La Torre1, Carsten Sticht1, Frank A. van Abeelen2, Gerrit Oversluizen2, Norbert Gretz1

Supplementary data 1: Gene expression analysis - volcano plot 1h after blue light irradiation.

Supplementary data 2: Gene expression analysis - volcano plot 3h after blue light irradiation.

Supplementary data 3: qPCR of selected genes verifies gene expression analysis results. Fold changes are significant for all genes.

How the deposited data were processed for this re-analysis (not part of the article)

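Gene expression was analysed in HaCaT keratinocytes 24 h after 30 min of blue light, on 3 arrays of irradiated and 3 arrays of covered cells from 3 plates. Arrays were mapped to light, plate and replicate from the sample labels. The authors hybridized Affymetrix Hugene-2_0st arrays, used a custom probe set definition by Entrez genes, and deposited log2 expression values. The submitters' processing notes name RMA, and the paper's methods name quantile normalization. The methods also name a batch normalization by plate based on k-means, one-way ANOVA in a commercial package and GSEA on KEGG sets. Whether the deposited log2 values include that batch normalization was tested on the values, by comparing deviations of both arrays of a plate from their group means. The correlations across genes were 0.08, 0.17 and 0.32 for plates 1, 2 and 3, against -0.24 to 0.16 for arrays of different plates. Equal plate means for each gene would make deviations within a plate opposite, and none of these correlations was negative. The ANOVA of the methods gave 0 genes on the deposited values, where the paper reports 2192. Both argue against plate means made equal in the deposited values. What the k-means normalization itself would leave is not known. Genes are not independent replicates. The plate number in the labels and the plate layout in the methods pair the arrays.

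Names of genes came from the platform annotation paired with the probe sets. Of 24733 probe sets 23934 had 1 symbol, 0 had several and 799 were not listed and are unnamed here. Symbols were updated by Entrez ID, and 23893 probe sets were matched. No coordinates are given because no genome build is given in the sources used here. The arrays were compared in R 4.3.3 with limma 3.58.1: a linear fit of the log2 values with plate as a block, moderated by eBayes, two-sided, with Benjamini-Hochberg adjustment over all probe sets and a threshold of 0.05. No filter on dim probe sets was applied. The residual degrees of freedom were 2 and the prior added 3.02.

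Before the deposited values were examined 39 gene lists were written, 17 on subjects that the paper names and 22 others, with 1462 entries of which 1323 were measured. Part of the paper's table of the same arrays had been seen. The list of AHR battery genes was built on the battery that the paper names, with AHRR added and members of UGT1A written out singly. The list of AHR pathway components holds genes of the paper's account of AHR, and the other lists were filled from textbook knowledge. They cover the pathways the paper shows, AHR and Nrf2 targets, DNA repair, p53 targets, apoptosis, basal and differentiated keratinocytes, keratinocyte activation, immediate early genes, antioxidant enzymes, heat shock, unfolded protein response, cholesterol, interferon, circadian clock, light sensors, cell cycle phases, histones, oxidative phosphorylation, flavin and porphyrin metabolism, glycolysis and hypoxia, ribosomal proteins, cytokines, and markers of melanocytes, fibroblasts and immune cells. They differ from the KEGG sets in membership. Lists were tested with camera at a preset correlation of 0.01, adjusted over the 39 lists. With an estimated correlation camera tests on the residual degrees of freedom, 2 here, so that this alternative changes more than the correlation.

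Genes were named by a rule fixed before the data were examined: up to 10 largest rises and falls past the threshold with 1 direction in all plates (5 smallest p where none passed), genes that the paper names, up to 4 members of each list with the smallest p, and list members counted as higher or lower. The paper's table values for genes in the part at hand had been seen before. Alternatives were the fit without the plate, with the plate as a random block (statmod 1.5.0), with trend and robust variance estimates, other centring and normalization, filters on dim and on small RNA probe sets, each plate left out, the ANOVA of the methods with and without equal plate means, an unadjusted threshold, an estimated correlation in camera, fry, preranked GSEA (fgsea 1.28.0) and lists without CYP1A1, CYP1A2 and CYP1B1. An alternative without the plate and without the control array of plate 3 was added after the data were seen.

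The fit was tested on 10 simulated data sets of 24733 genes with 200 changed. It recovered 68.1% of genes changed by 0.5 on the log2 scale, 96.6% of those changed by 1 and 99.7% of those changed by 2, and called 8.3 unchanged genes on average. These changes were mixed, and their number eases the adjusted threshold. On the arrays only 3 genes passed, and ALDH3A1 and BNIP3, both at 0.85, did not, so that these shares do not carry over. Simulated genes were independent, with spreads drawn from the prior fitted by limma, so that correlated genes are not covered, in camera either. In 20 simulated data sets with no light effect camera called 0.05 lists on average. A Nrf2 target list shifted by 0.2 was called in 20 of them. The arrays of 1 h and 3 h, the qPCR, ROS and FACS measurements were not analysed here. The paper's table of regulated genes was used only gene by gene, since 1995 of its 4810 rows were at hand.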

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

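The tests below were chosen before their results were seen, except the list tests with 1 plate left out and a bootstrap spread on the bound for single plates. A rise of NMRAL2P appeared in a gene the paper does not discuss: its log2 fold change of 1.26 was the largest after that of CYP1A1 among the genes that passed in limma, and it was higher with light in 3 of 3 plates.

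Glycolysis and hypoxia genes, which the paper does not discuss, were higher with blue light, with an adjusted p of 2.02e-05 from camera (0.459 with an estimated correlation and 0.102 in fry). At the preset correlation of 0.01 the rest of the list kept a p of 0.000869 in camera without BNIP3, NDRG1 and VEGFA. At that setting the list also passed in camera whichever plate was left out (adjusted p 6.58e-06 to 0.0197). The lowest plate median, 0.029, met its bound of 0.022 by less than its bootstrap standard error of 0.075. The correlation estimated for this list was 0.051, above the preset, so that these p-values from camera may be too small. They therefore do not settle whether these 3 genes or 1 plate gave the rise alone. Position in the plate cannot be told apart from light, because 0 arrays separate light from plate side. A biological effect of light on these genes is a hypothesis that the design leaves open.

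The list of keratinocyte activation and stress keratins, which the paper does not discuss, passed with an adjusted p of 0.0368 from camera (0.527 with an estimated correlation). It lost the threshold without plate 2 (0.0666) and without plate 3 (0.0902). The median was 0.048, and only 2 of 11 genes were higher over the list alone, SERPINB4 at 0.69 and SERPINB3 at 0.66. These are paralogs whose probes may share signal, and the plates of SERPINB3 gave 0.51, 0.41 and 1.06.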

How the results depend on the processing

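The alternative without the plate and without the control array of plate 3 was chosen after seeing the data. The number of genes changed was 3 with the plate as a block. Without the replicate block it was 9 (8 up, 1 down), with plate as a random block 10, with trend and robust estimates 86, in the ANOVA of the methods 0 without and 1577 with equal plate means, and 2216 at an unadjusted p under 0.05. Without plate and control replicate 3 it was 6. Leaving out each plate gave 0 to 1, with fewer residual degrees of freedom. Centring, repeated quantile normalization and both filters gave 3 or 4, and the 3 genes were shared in these settings. The number of lists past the threshold was 8, 0 with an estimated correlation, 13 in preranked GSEA (9 up, 4 down) and 6 to 11 in the other settings.

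With an estimated correlation, tested on the 2 residual degrees of freedom, the adjusted p was 0.307 for the AHR battery list and 0.296 for AHR target genes. It was 0.429 for xenobiotic metabolism by cytochrome P450, 0.459 for steroid hormone biosynthesis and 0.307 for chemical carcinogenesis enzymes. It was 0.296 for NRF2 target genes, 0.527 for keratinocyte activation and stress keratins and 0.459 for glycolysis and hypoxia genes. Without CYP1A1, CYP1A2 and CYP1B1 it was 0.0628 for xenobiotic metabolism by cytochrome P450 and 0.210 for steroid hormone biosynthesis, which ranged from 0.0197 to 0.0902 when plates were left out. The list of AHR pathway components and partners passed with trend and robust estimates (0.0481), in fry (0.0405) and in preranked GSEA (9.07e-05). The list of tryptophan metabolism passed without the replicate block (0.0361), with a random block (0.0428), with trend and robust estimates (0.0152), without dim probe sets (0.00505), without plate and control replicate 3 (0.0137) and in preranked GSEA (0.000155), and ranged between 0.0362 and 0.202 when plates were left out. Preranked GSEA also called NF-κB (0.0294), TNF (0.0195) and TGF-β signalling (0.00190) downwards, and the keratinocyte differentiation genes (0.0195). The list of keratinocyte activation and stress keratins lay at 0.0618 without the replicate block, 0.0582 with a random block, 0.0571 without dim probe sets, 0.115 without plate and control replicate 3, 0.154 in fry, 0.0730 in preranked GSEA and from 0.0324 to 0.0902 when plates were left out. The list of glycolysis and hypoxia genes lay at 0.102 in fry.

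Directions turned only in lists that never passed and in 2 genes. DNA replication turned downwards without dim probe sets (0.978), in fry (0.804), in preranked GSEA (0.643) and without plate 1 or 2 (0.783 to 0.959 over plates). DNA repair turned without plate and control replicate 3 (0.995). The p53 target genes turned without dim probe sets (0.964) and without plate 2 (0.522 to 0.987 over plates). The apoptosis core genes turned without dim probe sets (0.978), without plate and control replicate 3 (0.995), in preranked GSEA (0.643) and without plate 2 or 3 (0.378 to 0.805 over plates). The basal keratinocyte genes turned without plate 1 (0.523 to 0.883 over plates), immediate early genes in fry (0.850), heat shock genes in preranked GSEA (0.820), replication-dependent histones without plate and control replicate 3 (0.621), and the circadian clock without dim probe sets (0.978), without plate and control replicate 3 (0.587) and without plate 3 (0.383 to 0.842 over plates). AHRR went from -0.08 to 0.053 without plate and control replicate 3 and to 0.013 without plate 3 (-0.12 to 0.013 over plates). EGFR went from 0.04 to -0.00065 without plate 2 (-0.00065 to 0.076 over plates). The cause of these changes was not tested. Over the genes named in the text, 902 combinations of gene and alternative kept direction and side of the threshold, 93 passed only under the alternative, 11 lost the threshold and 3 turned. The plate pairs arrays by design. Signal over background is not given by the deposited values, so the level under which a fall or the size of a rise is no longer measurable is unknown.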

Differences from the paper's values

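At an FDR of 0.05 the paper reports 2192 significantly changed genes at 24 h, 1090 up and 1102 down, and limma with the plate as a block gave 3, with 3 up and 0 down (2216, with 1130 up and 1086 down, at an unadjusted p under 0.05, which is not the paper's threshold). Of the alternatives set before the data were examined, the ANOVA of the methods after equal plate means came within 1.5 times of all 3 counts, with 1577, 786 and 791. The other alternatives at this threshold did not, with 0 to 86 genes.

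Log2 fold changes at 24 h in the 1995 rows at hand of the paper's supplementary table differed from those found here by at most 0.00128. For this comparison the 24 h values of CYP1A1 and CYP1B1, which stand in the table without a decimal point and which such a column cannot hold, were read as 2.67 and 1.25. The adjusted p-values differed. For CYP1A1 the paper's table gives 0.00145 and limma gave 0.0226, and a random block came within 1.5 times with 0.00115 while the other alternatives set before did not. For CYP1B1 the paper's table gives 0.000865 and limma gave 0.0226, and a random block (0.00115) and the ANOVA after equal plate means (0.00125) came within 1.5 times while the others did not. For ALDH3A1 the paper's value is 0.00250 against 0.107, and for NQO1 0.00319 against 0.200, with no alternative within 1.5 times. ALDH3A1 passed the threshold without the replicate block (0.0299), with a random block (0.0173), with trend and robust estimates (0.000995) and in the ANOVA after equal plate means (0.00511). NQO1 passed with a random block (0.0370), with trend and robust estimates (3.5e-05) and in that ANOVA (0.00707). For CDKN1B the paper's value is 0.0450 against 0.464, and for FOS 0.0326 against 0.386, and no alternative came within 1.5 times or below the threshold.

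The paper reports NFE2L2 as upregulated at 24 h, and UGT1A as still at its earlier raised level. The log2 fold changes of UGT1A5 and NFE2L2, 0.48 and 0.07, had the same sign as in the paper, with adjusted p-values of 0.489 and 0.739 from limma, and neither passed at an adjusted p under 0.05 under any alternative. TRADD, which the paper reports as downregulated, lay at -0.15 with an adjusted p of 0.691, and no alternative gave an adjusted p under 0.05. The paper reports its AHR pathway as upregulated at 24 h with a small p. The list of AHR pathway components used here gave an upward direction with an adjusted p of 0.288 from camera, and passed with trend and robust estimates (0.0481), in fry (0.0405) and in preranked GSEA (9.07e-05), while the AHR target list passed with 1.18e-12 (0.296 with an estimated correlation). From qPCR at 24 h the paper describes UGT1A as significantly upregulated and IL8 (CXCL8) and KRT5 as significantly downregulated, and it states that the arrays match. The p-values here are from the arrays, and the qPCR was not analysed. CXCL8 and KRT5 had the paper's direction, with adjusted p-values of 0.233 and 0.541 from limma, and passed only in the ANOVA after equal plate means (0.00508 and 0.00194). UGT1A6 (0.200 from limma) passed without the replicate block (0.0299), with a random block (0.0173), with trend and robust estimates (0.000211) and in that ANOVA (0.00337). The paper describes the rheumatoid arthritis pathway as significantly downregulated at 24 h, where the list used here gave a downward direction with an adjusted p of 0.534 from camera and 0.148 in preranked GSEA. Steroid, xenobiotic, carcinogenesis and tryptophan lists had the paper's upward direction, and NF-κB, TNF, T cell receptor and TGF-β lists its downward direction.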

Other observations

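The tests below were chosen before their results were seen, except the list tests with 1 plate left out, a bootstrap spread on the bound for single plates, and the reading of the tests without some Nrf2 targets by camera alone. Glycolysis and hypoxia genes included several with higher values at 24 h: of 32 measured genes 6 were higher and none was lower in limma when adjusted over the list alone. BNIP3, a mitophagy receptor induced in hypoxia, had a log2 fold change of 0.85 (standard error 0.05, adjusted p = 0.0841 from limma, higher in 3 of 3 plates), and it passed without the replicate block (0.0247), with a random block (0.0136), with trend and robust estimates (0.000556), without dim probe sets (0.0474), without small RNA probe sets (0.0479) and in the ANOVA after equal plate means (0.00321). NDRG1, a stress response gene, lay at 0.48, PDK1, a kinase that restrains pyruvate oxidation, at 0.34 and P4HA1, a collagen prolyl hydroxylase, at 0.27. Genes of keratinocyte differentiation went both ways. Of 38 measured genes 3 were lower and 1 was higher over the list alone: IVL, involucrin of the cornified envelope, at -0.73, and the kallikrein proteases KLK7 and KLK6 at -0.31 and -0.26 were lower, while FLG, filaggrin, was higher at 0.40. The median of that list was -0.014 with an adjusted p of 0.177 from camera, and preranked GSEA gave 0.0195 downwards. PER3, a circadian clock gene, lay at 0.32 (adjusted p = 0.269 from limma), as the 1 clock gene of 20 higher over the list alone.

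Of the remaining lists none passed in camera. The adjusted p was 0.637 for basal keratinocyte genes, 0.591 for immediate early genes, 0.534 for antioxidant enzymes, 0.536 for heat shock genes, 0.288 for the unfolded protein response, 0.0560 for cholesterol biosynthesis, 0.637 for interferon response, 0.637 for the circadian clock, 0.220 for opsins and light sensors, 0.534 for G1/S genes, 0.194 for G2/M genes, 0.436 for replication-dependent histones, 0.193 for oxidative phosphorylation, 0.326 for flavin and porphyrin metabolism and 0.637 for ribosomal proteins. The median and the direction in camera differed in sign for the circadian clock (median -0.012, direction upwards), immediate early genes (0.00016, downwards) and flavin and porphyrin metabolism (-0.010, upwards). The adjusted p was 0.536 for melanocyte, 0.403 for fibroblast and 0.403 for immune cell markers. EGFR and MAPK3, which the paper names in its account of cell survival, had log2 fold changes of 0.04 and 0.07 at 24 h, with adjusted p-values of 0.902 and 0.734 from limma. DNAJB3, which lies within the span of 8 UGT1A genes in RefSeq and was chosen after its values were seen, had a log2 fold change of 0.73 (adjusted p = 0.273 from limma).

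Nrf2 targets were higher with blue light in 3 of 3 plates. The rise did not come from 1 plate alone, with a lowest plate median of 0.25 and an adjusted p from camera of at most 3.37e-14 whichever plate was left out. These p-values rest on camera with the preset correlation of 0.01. With an estimated correlation, which also limits the test to the 2 residual degrees of freedom, the adjusted p of the list was 0.296. The estimate was -0.029, below the preset, so that correlation between these genes did not raise the p. Without its 3 AKR1C and ferritin genes, near-identical paralogs that may share signal, the list kept a p of 7.2e-18 in camera and a median of 0.21. Without NQO1, the 1 gene shared with the AHR lists, the p was 7.16e-21 and the median 0.22. The rise was thus not confined to these genes. With 25 of 26 genes higher, taking so few out could bring neither the p over 0.05 nor the median under the 0.05 set beforehand. These tests therefore do not settle what shared signal or AHR contributed. Position in the plate cannot be told apart from light, because 0 arrays separate them. An effect of light on Nrf2 activity is a hypothesis from the same data.

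More genes passed in the ANOVA after equal plate means than in the fit with the plate as a block. A candidate explanation is that this ANOVA charges no degrees of freedom for the plates: in 20 simulated data sets with no light effect it called a median of 821 genes (748 to 896), where the block fit called 0. Whether its calls also hold light effects that the block fit is too weak to call stays open. The 1577 genes of the true arrangement lay above the highest simulated count of 896, although simulated genes were independent. With light and control exchanged in 1 plate the highest count was 723, or 45.8% of 1577. This exchange cannot decide the question, since the ANOVA called as many genes or more with no light effect.

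Exchanging the arrays within plates allows 4 arrangements and splitting them without the plate 10, too few for a share under 0.05. The real arrangement, 1 of 4, gave 3 genes and the highest of the others 0, in the list tests 8 lists against 1, and in the ANOVA after equal plate means 1577 genes against 723. Without the plate the real split, 1 of 10, gave 9 genes and the highest other 0.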
